A study of Mus musculus with 8 samples. Its data were reported in "Depletion of slow-cycling PDGFRα+ADAM12+ mesenchymal cells promotes antitumor immunity by restricting macrophage efferocytosis" (2023).

How the data were processed

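The samples were 8 RNA-seq libraries of mouse cells, 4 GFP+ and 4 GFP-, grouped by the reporter state and replicate number in their labels. Libraries had been made with a stranded total RNA kit for small inputs (SMARTer Pico) and sequenced on a NextSeq instrument. Per the study's methods, the authors trimmed adapters with cutadapt and mapped reads to GRCm38 with STAR. They assigned reads to Ensembl genes with featureCounts, using the strand, which limits reads from a gene on the opposite strand. Any remaining contribution from the opposite strand was not measured. Reads that match several genes equally well, such as those of paralogs and processed pseudogenes, can be lost or split by this counting, and such genes are uncertain.

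The authors deposited a single table with a raw read count per gene and library, in whole numbers and with replicates kept apart, and all values reported here start from these counts. The same table holds the authors' normalised score per gene and library, which is the raw count divided by the library's DESeq2 size factor and rounded. It also holds the authors' mean signal per gene over the 8 libraries, the authors' log2 fold change, positive where GFP+ is higher, and the deposited p-value and adjusted p-value per gene. These deposited results were used only for comparison with the results obtained here. Per-sample columns left unused: 0. Gene coordinates were taken from GENCODE release M21 (Ensembl 96) on the same assembly, in which 53620 of the 53801 gene identifiers (99.66%) were found.

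Calculations were made in R 4.3.3. Genes with a count in any library (29043) were fitted with DESeq2 1.42.0, with the group as the only term, median-of-ratios size factors, default dispersions and two-sided Wald tests. Independent filtering left 13443 genes without an adjusted p and the filter on Cook's distance left 317 without a p. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. The size factors computed here equal those implied by the deposited normalised counts. No pair of replicates looked like the same library counted again: the chi-square per degree of freedom between replicates of a group ran from 10.96 to 92.95, and a library drawn again from the same expected counts gave 1.02 on simulated data. Separate libraries of the same RNA were not simulated, so these values do not show that the replicates are independent samples. The labels give no batch or date, so none was modelled.

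Gene lists were written before the data were examined, as were the tests, the rule for naming genes and the other settings tried. The 24 lists were immediate early genes, NF-κB and TNF targets, the IL-6, OSM and STAT3 list, matrix and matrix receptors, TGF-β targets, interferon response, hypoxia, myofibroblast, adventitial progenitor, glycolysis, tricarboxylic acid cycle, nuclear-encoded respiratory chain, mitochondrially encoded, DNA replication, mitosis, melanocyte, Schwann cell, leukocyte, endothelial, pericyte, keratinocyte, skeletal muscle, adipocyte and erythroid genes. Each was tested among higher and among lower genes by a one-sided Fisher's exact test against the genes with an adjusted p, with adjustment over 48 tests. A score per list and library was the mean of log2(normalised count + 1) over list genes with a mean normalised count of at least 1. Scores, and the share of counts on the melanocyte list, were compared by two-sided exact permutation tests over the 70 ways to divide the libraries 4 against 4. Camera with a preset correlation and fry, both from limma 3.58.1, were run on all tested genes.

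Genes named were those of the lists taken from the study, the sort markers and the fibroblast state markers, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a symbol, a mean normalised count of at least 100 and no overlap between the groups. Any other gene was named after its values were seen. A test of another cell type as the source of the melanocyte transcripts is not reported.

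Other settings fixed at the start were edgeR 4.0.16 (quasi-likelihood test, TMM), limma voom with TMM, DESeq2 with TMM factors, a minimum mean of 10 raw counts, no independent filtering, no Cook's distance filter, size factors from genes with a mean of at least 100 raw counts, the replicate number as a block, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and each library left out in turn. For lists, the background of all genes with a count, camera and fry were added to these, and for scores pseudocounts of 0.1 and 10, other minimum means, TMM scaling and the median over the list. Settings chosen after seeing the data were the melanocyte score as a covariate, all libraries thinned to 883144 reads, and removal of each library's trend on GC content and gene length. Genes were ranked by the within-group correlation with a score, against 10000 lists of uncalled genes matched on mean expression in 20 bins.

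The code was tested on simulated data with 29043 genes, of which 200 had been changed between groups. A further set of genes was made to vary between libraries within both groups, and any of these that was called counted as a false call. DESeq2 tested 16277 genes and recovered 182 of the changed genes (91%), all 182 with the right sign, but made 85 false calls (31.8% of its calls). The edgeR test, on 14072 genes, recovered 155 (77.5%) with 7 false calls, and limma recovered 155 with 6 false calls. In this simulation the DESeq2 threshold was therefore less strict than stated, and the edgeR result is given beside the DESeq2 counts. How many false calls came from the further set was not counted. The share of false calls need not hold for the real data, where more genes were called. Of 21 simulated lists Fisher's exact test called the 1 that had been raised and 0 of the others. Library totals ran from 883144 to 31666734. The shallowest library, GFP- replicate 3, adds counting error to every low count, and the counts of called genes, the list results, the composition measures and 71 named genes were computed again without it, as without every other library.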

Results

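RNA was sequenced from stromal cells sorted out of MO5 melanomas, which are tumours grown from B16 mouse melanoma cells made to express ovalbumin. The mice carried a GFP reporter of Adam12 expression. Cells positive for PDPN and PDGFRα and negative for CD45 and CD31 were divided by the reporter into ADAM12+ cells (GFP+) and ADAM12– cells (GFP-), with 4 libraries in each group. The unit of measurement was the number of reads assigned to each gene. Total counts in the GFP- libraries were 7868787, 14176753, 883144 and 17535099 in replicates 1 to 4. Total counts in the GFP+ libraries were 8776925, 25099664, 14857197 and 31666734. GFP- replicate 3 was the shallowest library, with 15414 genes that had a count and a size factor of 0.0910, so that each of its reads weighed more in a normalised count than a read of any other library. GFP+ replicate 4 was the deepest, with 24138 such genes and a size factor of 2.98. Reads were not collapsed by molecular identifiers, so the spread between replicates, not the number of reads, is the error given with each value.

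The groups were first compared on the composition of the libraries. None of 4 measures differed between groups at an adjusted p under 0.05 in two-sided exact permutation tests, and 0 did so before adjustment. The smallest exact permutation p that 4 against 4 allows is 0.0286, so a single measure could not have passed alone after adjustment. Total counts averaged 10115900 ± 7344570 (SD, n = 4) in GFP- and 20100100 ± 10238600 (SD, n = 4) in GFP+ libraries, with an exact p of 0.171 (adjusted 0.229). The number of genes with a count had an exact p of 0.314 (adjusted 0.314). Mitochondrial genes took 5.65% ± 0.658 (SD, n = 4) of GFP- counts and 4.46% ± 0.765 (SD, n = 4) of GFP+ counts, with an exact p of 0.0571 (adjusted 0.229). The 100 most abundant genes took 33.98% ± 2.49 (SD, n = 4) of GFP- counts and 36.8% ± 1.39 (SD, n = 4) of GFP+ counts, with an exact p of 0.143 (adjusted 0.229). This last difference was 2.79 percentage points, and it was -0.259 when the 10 most abundant genes were taken instead. In a principal component analysis of the 500 most variable genes, the first component held 58.3% of the variance and the second 19.5%. The GFP- libraries lay between -17.9 and -4.76 on the first component and the GFP+ libraries between 6.42 and 19.1.

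The transcript of the sorted reporter gene was examined next, as a check of the sort. Adam12 (ENSMUSG00000054555, protein-coding gene on the minus strand of chromosome 7, 133883199 to 134232146, GRCm38) had a normalised read count of 1362 ± 357 (SD, n = 4) in GFP- and 2302 ± 484 (SD, n = 4) in GFP+ libraries. Every GFP+ library (1833 to 2938) lay above every GFP- library (920 to 1693). The log2 fold change was 0.75 ± 0.24 (SE), a 1.69-fold difference, with a DESeq2 adjusted p of 0.0266. The edgeR quasi-likelihood test gave a log2 fold change of 0.76 and an edgeR adjusted p of 0.0643, and across the 8 DESeq2 fits that each left out 1 library the adjusted p ran from 0.0116 to 0.117. Leaving out GFP- replicate 3, GFP- replicate 4, GFP+ replicate 2 or GFP+ replicate 4 took the DESeq2 adjusted p to 0.0689, 0.0852, 0.0767 and 0.117. Of the genes called higher in GFP+ cells, 512 had a larger log2 fold change than Adam12. In GFP- libraries its mean count stood at percentile 91.9 of the tested genes, so the GFP- libraries were not free of the transcript. Which cells it came from was not tested.

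The main comparison asked which genes distinguish ADAM12+ cells from the ADAM12– cells of the same stromal gate. Of 53801 genes in the table, 29043 had a count in any library and 15283 received a DESeq2 adjusted p. Among these, 1439 had a DESeq2 adjusted p under 0.05, of which 712 were higher and 727 lower in GFP+ cells. Among the other tests with the group as the only term, the edgeR quasi-likelihood test moved this total most, to 732 genes with an edgeR adjusted p under 0.05, of which 729 were among the 1439. On simulated counts DESeq2 made more false calls than its threshold allows, 85 beside 182 true ones. Some simulated genes without a group difference were made to vary between libraries, and their part in the 85 was not counted. The total of 1439 is to be read with the edgeR count beside it. A log2 fold change of at least 1 was reached by 374 of the higher genes, and one of -1 or less by 550 of the lower genes. The normalised counts of the groups did not overlap for 602 of the higher and 548 of the lower genes. Over all tested genes 12.3% showed no overlap, against the 2.86% that chance gives for 4 against 4. In the authors' deposited table, 1504 genes had an adjusted p under 0.05 from DESeq2, 758 higher and 746 lower, and 1213 of the 1504 were also called here. The deposited log2 fold changes equal those of a DESeq2 fit with the replicate number as a term. The main fit here leaves that term out, so the 2 totals come from different models.

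**Figure D1:**
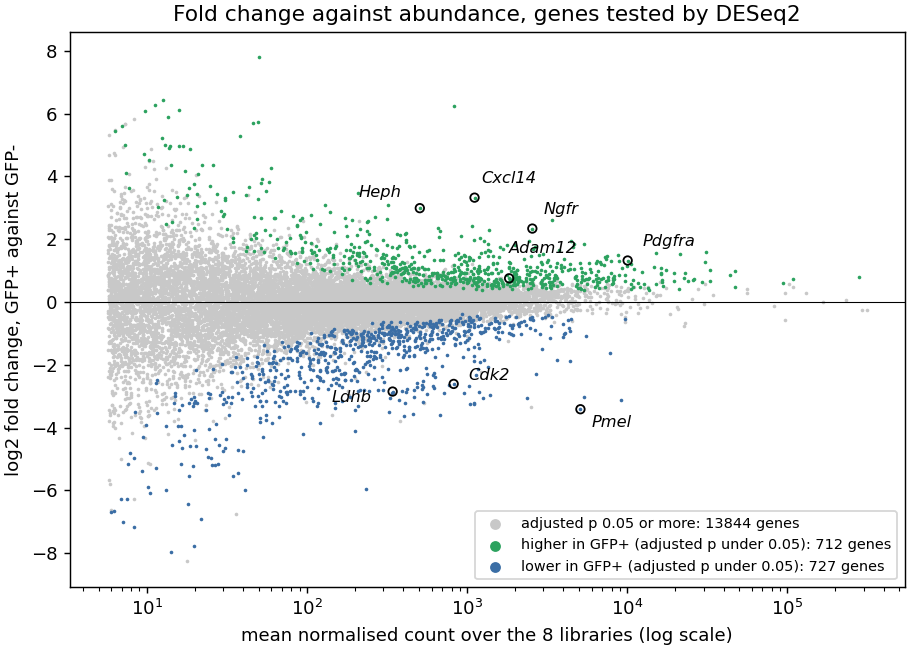
Log2 fold change of GFP+ over GFP- (vertical axis) against the mean normalised read count over the 8 libraries (horizontal log axis), 1 point per gene with a DESeq2 adjusted p; green points are the 712 genes called higher, blue points the 727 called lower and grey points the rest. Pmel and Ldhb lie among the genes with the largest decreases, and Adam12 lies close to the lower edge of the genes called higher.

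By the rule fixed in advance, the genes named from the genome-wide comparison were those with the largest changes among called genes with a mean normalised count of at least 100 and no overlap between groups. The 5 that rose most in GFP+ cells were Col28a1, Cxcl14, Gucy1b1, Col4a3 and Heph, with log2 fold changes from 2.99 to 3.48. Cxcl14 (ENSMUSG00000021508, minus strand of chromosome 13, 56288643 to 56296551), which encodes a chemokine, had 208 ± 81.4 (SD, n = 4) normalised counts in GFP- and 2020.5 ± 259 (SD, n = 4) in GFP+ libraries. Its log2 fold change was 3.32 ± 0.30 (SE) with a DESeq2 adjusted p of 1.29e-25. Heph (ENSMUSG00000031209, plus strand of chromosome X, 96455359 to 96574485), which encodes a ferroxidase, rose from 113 ± 18.7 to 901 ± 108 (SD, n = 4 each), a log2 fold change of 2.99 ± 0.22 (SE) with a DESeq2 adjusted p of 2.18e-38. The 5 that fell most were Bfsp2, Sez6l, Tinagl1, Sox10 and Chchd10, with log2 fold changes from -4.10 to -3.58. Sox10 (ENSMUSG00000033006, minus strand of chromosome 15, 79154908 to 79165240), a transcription factor gene of the melanocyte and Schwann cell lineages, fell from 1248 ± 556 to 103 ± 77.8 (SD, n = 4 each). Its log2 fold change was -3.59 ± 0.49 (SE) with a DESeq2 adjusted p of 1.1e-10. The GFP- mean of Sez6l (ENSMUSG00000058153, minus strand of chromosome 5, 112419151 to 112577185) had a wide spread, 227 ± 147 (SD, n = 4), with a lowest library of 54.9 against 36.2 for the highest GFP+ library.

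A list of 25 genes that the study names as higher in ADAM12+ cells holds genes of inflammation, matrix remodelling and growth arrest. The study also names Pdgfrb, which was kept among the fibroblast state markers here and was not called. Its deposited DESeq2 adjusted p was 0.0472. All 25 had a positive log2 fold change, from 0.53 to 2.34 with a median of 1.07, and 24 were called over all genes tested. Adjusted over the list alone, 25 were called, edgeR called 21, and the deposited results called 25. Since the study chose the list on these samples, these counts are not independent evidence. For 22 of the 25 the groups did not overlap, the exceptions being Has2, Osmr and Ccl2. Ngfr (ENSMUSG00000000120, minus strand of chromosome 11, 95568818 to 95587735) showed the largest change, from 851 ± 432 to 4265 ± 2088 normalised counts (SD, n = 4 each), a log2 fold change of 2.34 ± 0.45 (SE) with a DESeq2 adjusted p of 1.5e-05. Pdgfra (ENSMUSG00000029231, plus strand of chromosome 5, 75152292 to 75198215), the gene of a surface protein used in the sort, rose from 5774 ± 978 to 14371 ± 1526 (SD, n = 4 each), a log2 fold change of 1.32 ± 0.17 (SE) with a DESeq2 adjusted p of 1.93e-12. Il6 (ENSMUSG00000025746, plus strand of chromosome 5, 30013114 to 30019981) rose from 3021 ± 298 to 6282 ± 1205 (SD, n = 4 each), a log2 fold change of 1.06 ± 0.18 (SE) with a DESeq2 adjusted p of 2.2e-07. Ccl2 (ENSMUSG00000035385, whose reads could be split with its paralog Ccl7, plus strand of chromosome 11, 82035571 to 82037453) was the gene not called over all genes, with a log2 fold change of 0.53 ± 0.27 (SE) and a DESeq2 adjusted p of 0.23. It was called without GFP- replicate 1 (DESeq2 adjusted p 0.0279) and with the replicate number as a block (DESeq2 adjusted p 0.032). Of the called genes, Osmr lost its call in 6, Has2 in 5, Il6st in 4, and Lox and Vcam1 in 1 each of 17 alternatives. The log2 fold change of Xist, taken as a reference transcript of the mouse's own female cells, was 0.53 ± 0.21 (SE, DESeq2 adjusted p 0.0902, and 0.00213 without GFP- replicate 3). In a DESeq2 threshold test 7 of the 25 genes exceeded this value, and 2 to 9 did when single libraries were left out, with 2 without GFP+ replicate 1 or GFP+ replicate 3.

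The study names 11 genes of glycolysis, respiration and the cell cycle as lower in ADAM12+ cells. All 11 had a negative log2 fold change, from -2.85 to -0.73 with a median of -0.91, and 10 were called over all genes tested. Adjusted over the list alone, 11 were called, edgeR called 9, and the deposited results called 11, again on samples from which the list was chosen. Cdk6 was the gene not called over all genes, with a log2 fold change of -0.76 and a DESeq2 adjusted p of 0.0666. It was called without GFP+ replicate 1 (DESeq2 adjusted p 0.0253) and with the replicate number as a block (DESeq2 adjusted p 0.0436). Ldhb (ENSMUSG00000030246, minus strand of chromosome 6, 142490249 to 142507957) fell from 603 ± 286 to 83.2 ± 80.5 normalised counts (SD, n = 4 each), a log2 fold change of -2.85 ± 0.60 (SE) with a DESeq2 adjusted p of 9.44e-05. Cdk2 (ENSMUSG00000025358, minus strand of chromosome 10, 128697939 to 128705031) fell from 1418 ± 586 to 232 ± 165 (SD, n = 4 each), a log2 fold change of -2.61 ± 0.77 (SE) with a DESeq2 adjusted p of 0.0118. Cdk2 and Ccnb2 lost their call in 3 and Ccnd2 in 2 of 17 alternatives, for Cdk2 in the fits without GFP- replicate 1, GFP- replicate 4 or GFP+ replicate 3. The annotated interval of Cdk2 overlaps that of Pmel (plus strand of chromosome 10, 128704195 to 128720238), a pigment gene read from the opposite strand. Genes were ranked by how closely their counts followed the mean of a melanocyte gene list across libraries once each group's mean was removed. Ldhb, Cdk2 and Ccnd2 stood at percentiles 99.9, 99.6 and 98.6 of the uncalled genes, whereas the other 8 (Ldha, Hk1, Mcm2, Cdk15, Ccnb2, Cdk6, Atp5a1 and Uqcrc1) stood at percentiles from 15.7 to 60.5. Ldha (ENSMUSG00000063229, a gene with processed pseudogenes that could share its reads, plus strand of chromosome 7, 46841475 to 46855627) fell from 2915 ± 314 to 1761 ± 187 (SD, n = 4 each), a log2 fold change of -0.73 ± 0.15 (SE) with a DESeq2 adjusted p of 5.98e-05. Hk1 (ENSMUSG00000037012, minus strand of chromosome 10, 62268855 to 62379908) fell from 1981 ± 327 to 1131 ± 80.7 (SD, n = 4 each), a log2 fold change of -0.82 ± 0.17 (SE) with a DESeq2 adjusted p of 3.77e-05.

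**Figure D2:**
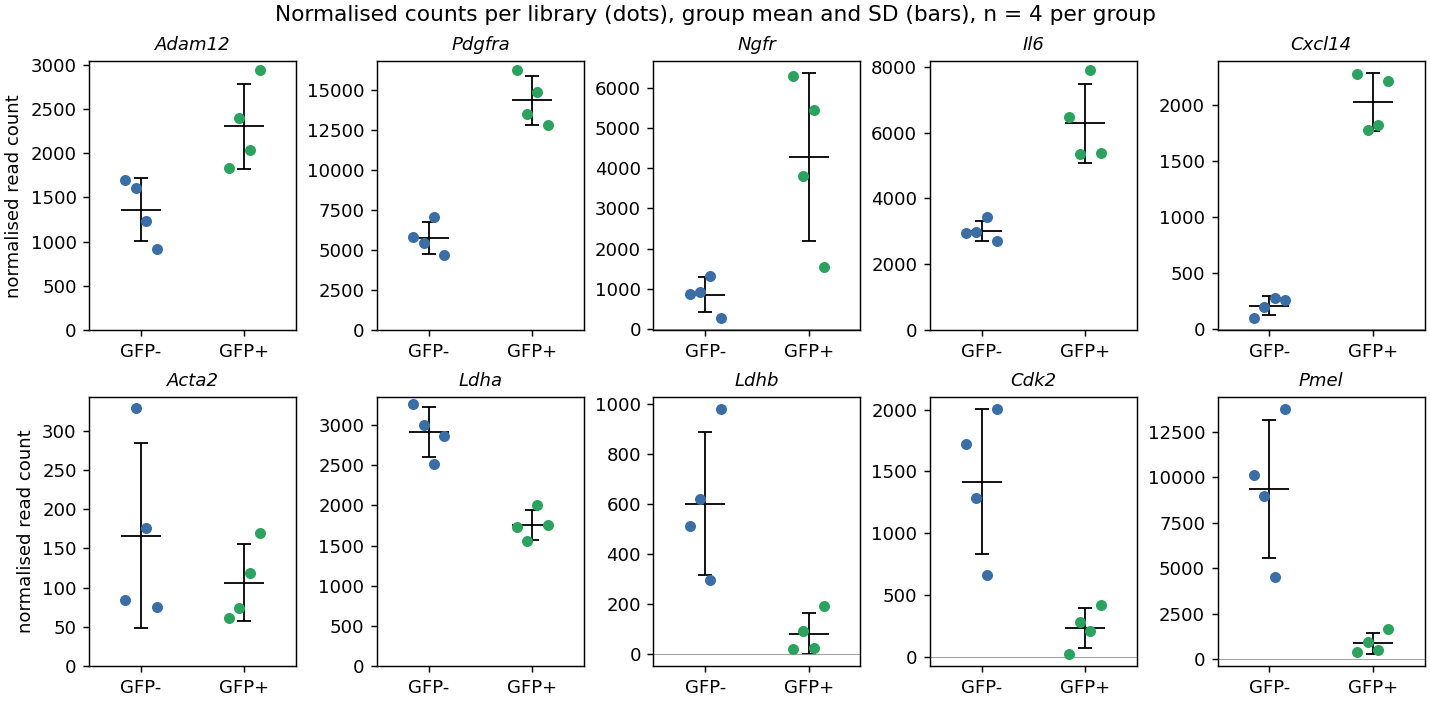
Normalised read counts (linear axis) of 10 genes in the 4 GFP- and the 4 GFP+ libraries, 1 dot per library with the mean and SD of each group. Adam12 rose from a mean of 1362 to 2302, Pdgfra from 5774 to 14371, and Pmel fell from 9341 to 875.

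Other markers of fibroblast state were compared because the study discusses them or they are used to classify tumour fibroblasts. Of 16 such genes, 2 were called over all genes and 3 when adjusted over the list alone. C3 had a log2 fold change of 0.61 with a DESeq2 adjusted p of 0.0039. Lrrc15 had a log2 fold change of -0.997 ± 0.343 (SE) with a DESeq2 adjusted p of 0.0415, and it lost its call in 11 of 17 alternatives, among them edgeR with an adjusted p of 0.114. The deposited DESeq2 adjusted p of Lrrc15 was 0.067. Acta2, the smooth muscle actin gene, had 166 ± 118 (SD, n = 4) normalised counts in GFP- and 106 ± 49.3 (SD, n = 4) in GFP+ libraries, with a DESeq2 adjusted p of 0.553. Its log2 fold change of -0.64 became 0.03 without GFP- replicate 2. The proliferation marker Mki67 had a log2 fold change of -0.50 with a DESeq2 adjusted p of 0.44, and the cell cycle inhibitor Cdkn1a one of 0.12 with a DESeq2 adjusted p of 0.841. Transcripts of Cdkn2a averaged 0 normalised counts in GFP- and 1.47 in GFP+ libraries, so no difference was detectable at this depth. Car9 averaged 44.01 and 7.67 normalised counts, with a DESeq2 adjusted p of 0.163, and it was called without GFP- replicate 1, with a DESeq2 adjusted p of 0.0254. The Pdgfrb log2 fold change was 0.51 with a DESeq2 adjusted p of 0.0613, and its groups did not overlap. It was called in 5 of 17 alternatives, among them DESeq2 with TMM factors (adjusted p 0.0204), limma (adjusted p 0.042) and DESeq2 without GFP- replicate 3 (adjusted p 0.0394). The rest (Tgfbr2, Cspg4, Rgs5, Dpp4, Cd34, Il6ra, Tgfb1 and Axl) were not called, with DESeq2 adjusted p from 0.25 to 0.975. Of these, Il6ra was called in 2 of 17 alternatives, among them DESeq2 without GFP- replicate 3 (adjusted p 0.00728). The direction of Cspg4 and Tgfb1 depended on single libraries.

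Among the other sort markers, the Pdpn log2 fold change was 0.70 ± 0.21 (SE) with a DESeq2 adjusted p of 0.0134, and it lost its call in 3 of 17 alternatives, each of which left out 1 library (GFP- replicate 1, GFP- replicate 4 or GFP+ replicate 3, with DESeq2 adjusted p of 0.0563, 0.0644 and 0.0799). Ptprc, the gene of the CD45 protein that the sort excluded, had 624 ± 732 (SD, n = 4) normalised counts in GFP- and 589 ± 595 (SD, n = 4) in GFP+ libraries, with a log2 fold change of -0.07 and a DESeq2 adjusted p of 0.982. The log2 fold change of Ptprc was 1.15 without GFP- replicate 3. Pecam1, the gene of CD31, averaged 208 ± 207 (SD, n = 4) and 261 ± 82.5 (SD, n = 4), with a log2 fold change of 0.42 and a DESeq2 adjusted p of 0.731. The DESeq2 result rested on GFP- replicate 3, without which the log2 fold change of Pecam1 was 1.31 with a DESeq2 adjusted p of 0.00439. With all libraries limma voom also called Pecam1, with a log2 fold change of 1.23 and a limma adjusted p of 0.0438.

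The study asked which pathways the called genes belong to. Here 24 gene lists written in advance were tested in both directions by a one-sided Fisher's exact test against the 15283 tested genes. At a Fisher's exact adjusted p under 0.05, 4 lists were over-represented among higher genes and 6 among lower genes. Among higher genes these were immediate early genes (21 of 39 genes called, Fisher's exact adjusted p 5.5e-17), the IL-6, OSM and STAT3 list (12 of 23, 8.91e-10), matrix and matrix receptor genes (18 of 59, 8.91e-10) and NF-κB and TNF targets (13 of 34, 1.31e-08). Among lower genes these were melanocyte genes (15 of 17, Fisher's exact adjusted p 5.5e-17), glycolysis (11 of 17, 3.99e-10), the tricarboxylic acid cycle (8 of 27, 1.71e-04), Schwann cell genes (4 of 9, 0.00317), nuclear-encoded respiratory chain genes (11 of 73, 0.00335) and DNA replication (6 of 35, 0.0271). The study had already named 8 genes of the NF-κB and TNF list, 3 of the IL-6, OSM and STAT3 list, 3 of glycolysis, 2 of immediate early genes and 0 of the melanocyte list. The background share of called genes was 4.66% for higher and 4.76% for lower genes. The alternative that moved these counts most was DESeq2 without independent filtering for the higher genes, with 7 lists. DNA replication lost its call in 11 of 20 alternatives and the Schwann cell list in 4 of 20. With each group's mean removed, the 37 lower genes of the metabolic and cell-cycle lists followed the melanocyte score more closely than all of 10000 lists of uncalled genes matched on expression, with a median correlation of 0.471, which was 0.282 at percentile 99.39 without GFP- replicate 3. Over all 178 genes of these lists the median was 0.206.

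The remaining lists passed in neither direction. Hypoxia genes were lower for 5 of 30 (Fisher's exact adjusted p 0.0556), adipocyte genes higher for 2 of 5 (0.0789), and myofibroblast genes lower for 3 and higher for 3 of 18 (0.164 each). Adventitial progenitor genes were higher for 3 of 18 (Fisher's exact adjusted p 0.164) and TGF-β targets higher for 2 of 20 (0.715). Mitosis, interferon response, mitochondrially encoded, leukocyte, endothelial, pericyte, keratinocyte, skeletal muscle and erythroid genes had a Fisher's exact adjusted p of 1 in both directions. On all tested genes, camera with a preset correlation called 6 lists higher and 8 lower, and fry called 5 and 7 of these. The calls that did not hold under fry were mitosis (limma fry adjusted p 0.209) and adipocyte (limma fry adjusted p 0.104). Hypoxia and TGF-β targets, which Fisher's exact test did not call, were called by both camera and fry, with limma fry adjusted p of 0.00955 each.

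A score per library, the mean of log2(normalised count + 1) over a list, gave the lists in units comparable between libraries. No list had an adjusted p under 0.05, while 8 had an unadjusted exact permutation p of 0.0286, the smallest that 4 against 4 allows, with an adjusted p of 0.0857 each. In these 8 lists every GFP+ library lay on the same side of every GFP- library. The melanocyte score fell from 10.4 ± 0.465 to 7.71 ± 0.971 (SD, n = 4 each), a difference of -2.68. The differences were -1.56 for Schwann cell genes, -0.90 for glycolysis and -0.49 for hypoxia. They were 1.08 for adipocyte genes, 0.86 for the IL-6, OSM and STAT3 list, 0.62 for NF-κB and TNF targets and 0.45 for immediate early genes. The number of lists with an unadjusted exact permutation p under 0.05 was 3, 4, 3 and 4 when GFP+ replicates 1 to 4 were left out in turn and 12 when GFP- replicate 3 was left out. Mitosis differed by -0.35 with an exact permutation p of 0.4, and DNA replication by -0.33 with an exact permutation p of 0.114. Respiratory chain genes encoded in the nucleus differed by -0.37 with an exact permutation p of 0.0857. Leukocyte genes differed by -0.15 with an exact permutation p of 0.771, and adventitial progenitor genes by 0.01 with an exact permutation p of 0.971. The exact permutation p of the lists not named in this paragraph ran from 0.0857 (TGF-β targets) to 0.8 (keratinocyte genes).

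**Figure D3:**
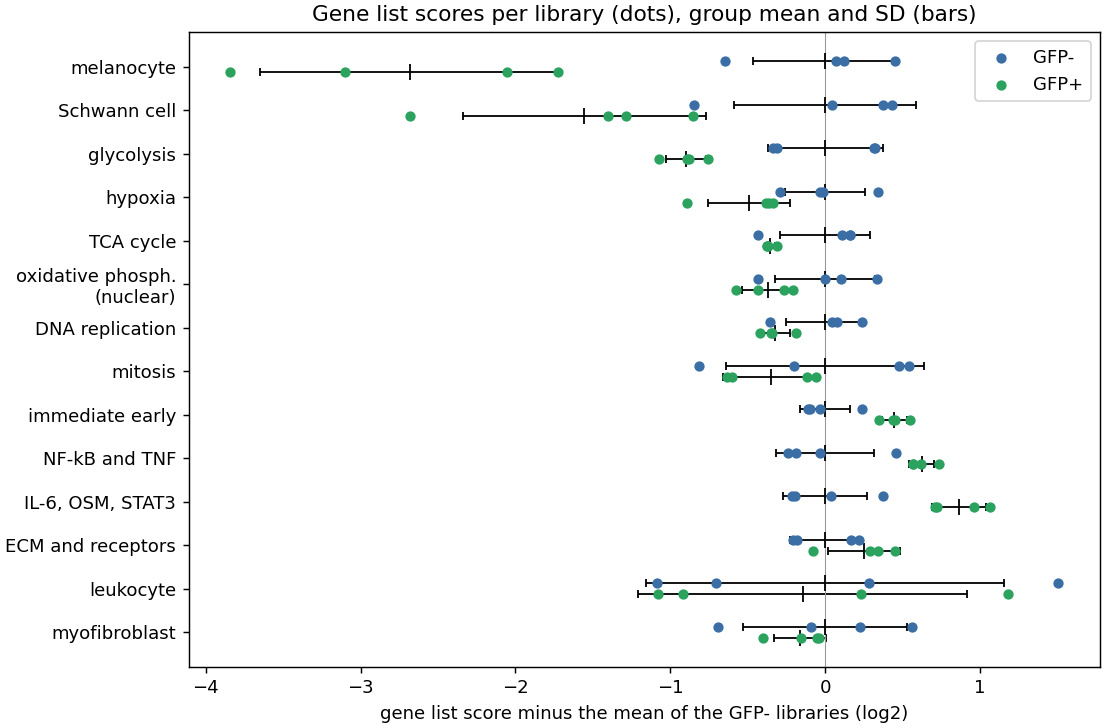
Score of 14 gene lists in each library, as the mean of log2(normalised count + 1) over the list minus the mean of the GFP- libraries (horizontal axis, log2), with dots coloured by group and bars for each group's mean and SD. Among the lists drawn, the melanocyte list shows the largest decrease in GFP+ libraries, -2.68, and the IL-6, OSM and STAT3 list the largest increase, 0.86.

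The melanocyte list was written in advance to measure RNA of the tumour cells in the sorted stroma. Its genes took 0.616% ± 0.277 (SD, n = 4) of GFP- counts and 0.0915% ± 0.0428 (SD, n = 4) of GFP+ counts, with a two-sided exact permutation p of 0.0286. The p was 0.0571 when any 1 GFP+ library was left out in this exact test. Pmel (ENSMUSG00000025359) fell from 9341 ± 3797 to 875 ± 571 normalised counts (SD, n = 4 each), a log2 fold change of -3.42 with a DESeq2 adjusted p of 6.76e-13. Tyrp1, Dct and Mlana had log2 fold changes of -3.01, -3.13 and -2.90. Of the 17 genes, 15 were lower and called, Kit was higher (log2 fold change 2.25, DESeq2 adjusted p 0.0095, called in 11 of 17 alternatives) and Ednrb did not differ (DESeq2 adjusted p 0.977). Kit, Ednrb and the 4 pigment genes were singled out after their values were seen.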

Values the study reported

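The study reports more than 700 genes with significantly higher expression in ADAM12+ than in ADAM12– PDPN+PDGFRα+ cells of MO5 melanomas at day 8. It also reports that ADAM12 was induced in 2–8% of PDGFRα+PDPN+ cells near blood vessels at the tumour margin.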

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

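The test of leukocyte RNA in this part was chosen only after the result was seen. In each group of 4 libraries, the values of the named genes, the list scores and the composition measures were searched for a library whose gap to its nearest neighbour exceeded the 95% critical value of Dixon's ratio for the group's range. This was met by 9 of 201 groups of values, where chance gives about 10, so the number of such values is what chance gives. GFP- replicate 3, the shallowest library with 883144 reads, holds 4 of the 9.

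Pecam1, the gene of the endothelial protein CD31 that the sort excluded, had 516.4 normalised counts in GFP- replicate 3 and 81 to 122.9 in the other GFP- libraries. The value rests on 47 reads. The score of the leukocyte list in that library was 8.69, above the 6.10, 6.48 and 7.47 of the other GFP- libraries, and Ptprc reached 1703 normalised counts there. Leukocyte RNA is therefore a candidate source of the Pecam1 reads, since some leukocytes carry CD31. In GFP+ libraries Pecam1 did not follow the leukocyte score: replicate 1 had 307 normalised counts of Pecam1 with a leukocyte score of 6.11, and replicate 2 had 323 with a score of 8.37. The score of the endothelial list without Pecam1 was 4.55 in GFP- replicate 3 and 4.66 in GFP- replicate 4, where Pecam1 stayed at 123. Random sampling of reads alone is an unlikely cause of this value: 47 reads gave 516.4, against 81 to 122.9 in the other GFP- libraries. Reads were not collapsed by molecular identifiers, so the full counting error is not known. Whether leukocyte RNA was the source cannot be decided, because the design holds a single library of this kind. The DESeq2 comparison of Pecam1 depended on GFP- replicate 3, with a log2 fold change of 0.42 with all libraries and 1.31 without it. With all libraries limma voom gave 1.23 and called the gene (limma adjusted p 0.0438). The leukocyte list has 20 genes, and the study named 0 of them from these libraries.

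Gadd45b and Osmr were also highest in GFP- replicate 3. Gadd45b had 1033 normalised counts there and 746 to 786.9 in the other GFP- libraries, on 94 reads. Osmr had 2670 there and 1396 to 1591 in the others, on 243 reads. In both genes the direction is that of the GFP+ group, and it lowers the difference between the groups: without this library the log2 fold change of Osmr was 0.92 in place of 0.69. The melanocyte score of GFP- replicate 3 was 9.74, the lowest of the GFP- libraries, and its immediate early score was 11.1, the highest of them. For Osmr, random sampling of 243 reads alone is an unlikely cause of 2670 against 1396 to 1591. For Gadd45b, on 94 reads and with a smaller gap, counting error is less clearly excluded. A mixture of cell states in this library was not tested, nor was any other biological explanation.

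The score of the tricarboxylic acid cycle genes was the lowest of its group in GFP- replicate 3, with 9.046 against 9.584 to 9.64, and the highest of its group in GFP+ replicate 3, with 9.169 against 9.102 to 9.106. The second of these gaps is small on the log2 scale and stands out because the other GFP+ libraries were very close together. The GFP- value lies below all GFP+ values, so that this list's difference of -0.36 did not separate the groups. Its cause was not tested.

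Of the remaining values, Ctgf had 428.1 normalised counts in GFP+ replicate 4 and 255.6 to 283.3 in the other GFP+ libraries, and all 4 lie above the highest GFP- library at 119. Hk1 had 1251 in GFP+ replicate 3 and 1085 to 1093 in the others, below the lowest GFP- library at 1615. The hypoxia score was 7.383 in GFP+ replicate 1 and 7.892 to 7.94 in the other GFP+ libraries. Axl, which was not called, had 7600 in GFP- replicate 4 and 8592 to 8712 in the other GFP- libraries. The values of Ctgf, Hk1 and the hypoxia score do not change the side on which their group lies, and no explanation was tested for these 4 values.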

How the results depend on the processing

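No test of an explanation was chosen after seeing the results of this part, but 3 alternatives were chosen after seeing the data: the melanocyte score as a covariate, thinning of all libraries to the smallest total, and removal of trends on GC content and length.

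The count of genes called was 1439 (712 higher, 727 lower). It moved by more than 1.5-fold under the edgeR quasi-likelihood test (732, with 405 higher and 327 lower, of which 729, 405 and 324 were shared), under an adjusted p below 0.01 (844, with 419 higher and 425 lower) and, for the total and the higher genes, when an absolute log2 fold change of at least 1 was asked (924, with 374 higher). In the last 2 settings the threshold itself removes genes. For edgeR the cause was not tested beyond the simulated data, in which edgeR made fewer false calls than DESeq2. Under the other planned settings without a block the total lay between 1142 and 1458. Across the 8 fits that each left out 1 library, the total ran from 969 to 1837, the higher genes from 460 to 937 and the lower genes from 469 to 900. The lowest counts of higher and lower genes came without GFP+ replicate 3 and without GFP- replicate 4, where fewer libraries were tested, and the highest total came without GFP- replicate 3, the shallowest library.

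Whether the replicate numbers pair the libraries was not settled. Over genes with a mean of at least 50, the deviations of same-numbered libraries from their group means correlated by 0.08, -0.17, -0.13 and 0.25. Such a correlation over many genes at once cannot exclude a pairing that affects some of them. With the replicate number as a block, edgeR gave 596 genes (340 higher, 256 lower) and an Adam12 log2 fold change of 0.78 with an edgeR adjusted p of 0.124. DESeq2 with the replicate block gave 1492 genes, of which 1208 were among the 1439. Of the named genes it called Ccl2 (0.59, DESeq2 adjusted p 0.032), Cdk6 (-0.76, 0.0436), Pdgfrb and Car9, which the fit without the block did not, and did not call Lrrc15. The log2 fold changes in the authors' deposited table equal those of this blocked fit (largest difference 0), and 1489 of the 1492 genes are called in the authors' deposited table. A sign-flip test of the list scores over 4 pairs cannot give a p under 0.125 and was not used.

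Adam12 kept its direction in all planned settings, with a log2 fold change of 0.75. It lost its call under edgeR (0.76, edgeR adjusted p 0.0643), where the cause was not tested. Across the fits that left out 1 library it ran from 0.60 to 0.88 and lost its call in 4 of 8, and over all planned settings the adjusted p from DESeq2, edgeR or limma ran from 0.0116 to 0.124.

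Of the 3 added alternatives, the melanocyte score as a covariate left 48 genes (17 higher, 31 lower), of which 20, 15 and 5 were shared, and gave Adam12 1.34 with a DESeq2 adjusted p of 0.41. The score nearly follows the groups, so that this fit has little power left and does not measure how many genes melanoma RNA explains. Thinning all libraries to 883144 reads left 831 genes (448 higher, 383 lower), of which 775, 427 and 348 were shared, and Adam12 kept its call (0.70). Here fewer reads limit what can be called. Removal of GC and length trends gave 1423 genes.

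Gene lists over-represented among higher genes numbered 4, and 7 without independent filtering, where the background grew from 15283 to 28726 genes. They were 4 to 6 in the other settings, and the 4 lists were shared in all of them. Among lower genes there were 6 lists, and 4 to 8 in the alternatives. Of 200 alternatives for the 10 lists, 185 kept the call and 15 did not, which concerned DNA replication (11) and Schwann cell genes (4). Lists whose scores had an unadjusted exact permutation p under 0.05 numbered 8, and 6 to 8 under other settings of the score. They ran from 3 to 12 across the fits that left out 1 library, with 3 or 4 whenever a GFP+ library was left out and 12 without GFP- replicate 3. The 8 lists themselves stay without overlap between groups when a library is removed, so the lower counts do not come from a loss of separation. Leaving out GFP- replicates 1 to 4 in turn also made the groups unequal but gave 7, 7, 12 and 7 lists. Unequal groups alone therefore do not account for the lower counts, and their cause was not tested. The direction of all 8 differences was kept in all 112 alternatives. Without independent filtering the median log2 fold change of the tested genes shifted by -0.122, because other genes entered, while the same genes moved by 0.

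Of 1207 alternatives for the 71 named genes, 1127 kept direction and call, 46 lost the call, 18 gained it and 16 changed direction. Of the 52 genes called, 40 kept the call in all alternatives. Ptprc, which was not called, changed direction under edgeR (0.086), under limma (0.90) and without GFP- replicate 3, GFP+ replicate 1 or GFP+ replicate 3, with a range of -0.94 to 1.15 across the fits that left out 1 library. Acta2, also not called, ran from -0.965 to 0.032 across these fits, with 0.032 without GFP- replicate 2. Cspg4, Tgfb1 and Ednrb, none of them called, changed direction only in fits that left out 1 library, with ranges of -0.199 to 0.335, -0.445 to 0.097 and -0.388 to 0.574. The difference in the share of the most abundant genes changed from 2.79 to -0.259 percentage points when 10 in place of 100 genes were taken. The cause was not tested for these. No composition measure was called in any setting, with 0 called also before adjustment.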

Other observations

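In this part, the tests of the higher and lower genes and of the lists against other splits of the samples, of the metabolic and cell-cycle genes, of dilution, and of GC content and length were chosen only after the result was seen.

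Other splits of the samples did not give as many genes. Of the 35 ways to split the 8 libraries into 4 and 4, only 1, the real one, gave as many as 1439 genes with a DESeq2 adjusted p under 0.05, and likewise 1 of 35 gave as many higher genes, 1 as many lower genes, 1 as many lists among higher genes and 1 as many lists among lower genes. The largest count in another split was 253 and the median 8.5. With edgeR the largest count in another split was 0. After all libraries were thinned to 883144 reads, 831 genes were called, 775 of them among the 1439. For called genes with a mean of at least 100, the median ratio of the log2 fold changes to those at full depth was 0.98, and 1138 of 1138 kept their sign. Random thinning keeps each gene's expected share of a library, so these values cannot exclude a cause that goes with depth. Removal of each library's trend on GC content and length kept 91.4% of the calls. The sex of the mice did not differ between groups, since 4 Y-linked genes had 8 reads in all over the 8 libraries and Xist had at least 3202 normalised counts in every library.

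The genes lower in GFP+ cells include most of a melanocyte list: 15 of 17 genes were lower and called, and Dct, Tyrp1 and Pmel averaged 16404, 9519 and 9341 normalised counts in GFP- libraries against 1876, 1179 and 875 in GFP+ libraries. These tumours are melanomas, so a candidate source is RNA of tumour cells, carried by cells that passed the gate or by free RNA, at a higher level in the GFP- sort. The test was whether other lower genes rise and fall with the melanocyte score among libraries of the same group. The median within-group correlation of the 712 lower genes outside the list with the score was 0.515, where lists of uncalled genes matched on expression had a median of 0.0528 and 95% of them lay between -0.00126 and 0.108. It was 0.464 without GFP- replicate 3, and it was positive in each group taken alone (0.729 over the GFP- and 0.655 over the GFP+ libraries, 4 each). These values are consistent with tumour RNA as a contributor to the lower genes. They do not assign single genes: 163 of the 712 genes exceeded the 95th percentile of uncalled genes and 549 did not. A stromal state that varies together with the share of tumour RNA would give the same correlations and was not tested. Of the 18 listed genes, 1 (Sox10) is also in the Schwann cell list, the study named 0, and 15 averaged at least 100 normalised counts in GFP+ libraries, so stromal expression of some of them is not excluded.

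The same test bears on the lower metabolic and cell-cycle genes. The 37 called lower genes of the DNA replication, mitosis, glycolysis, tricarboxylic acid cycle and respiratory chain lists had a median within-group correlation of 0.471 with the melanocyte score, above all 10000 matched lists. Over all 178 genes of these lists, called or not, the median was 0.206, also above all matched lists, with 10 of 178 above the 95th percentile of uncalled genes. For the 37 genes it fell to 0.282 without GFP- replicate 3, at percentile 99.39. Part of the lower expression of these genes may thus follow tumour RNA, as a hypothesis. The genes named by the study were divided, with 3 of 11 that followed the score and 8 that did not: Ldhb, Cdk2 and Ccnd2 stood at percentiles 99.9, 99.6 and 98.6 of uncalled genes, and the 11 as a set at percentile 88.8, with a median correlation of 0.185, inside the range of matched lists, and without GFP- replicate 3 at percentile 51, with -0.165. Ldha, Hk1, Mcm2, Cdk15, Ccnb2, Cdk6, Atp5a1 and Uqcrc1 stood at percentiles from 15.7 to 60.5. For these the tumour RNA hypothesis has no within-group evidence, and lower expression in ADAM12+ cells remains open. A growth or imaging measurement on the sorted cells is outside these data.

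RNA from tumour cells in the GFP- libraries would dilute stromal transcripts and so raise them in the GFP+ group. Xist gives a scale for this only if the tumour line lacks it, which was not tested. A male line that kept its Y chromosome would bring Y-linked reads, and the 4 Y-linked genes had 1 read in the GFP- libraries together, so the line would have to be male without these transcripts or otherwise lack Xist. The log2 fold change of Xist was 0.53 with an upper 95% limit of 0.93, which as a dilution would be 30.6% of GFP- RNA at the estimate. A DESeq2 threshold test placed 30 higher genes beyond the upper limit, among them Cxcl14, Heph, Gucy1b1, Col4a3, Col28a1 and Mmp3, and for these 30, on that premise, dilution at the upper limit is too small a cause. Leaving out single libraries gave 4 to 39 genes beyond the limit, with 4 (all among the 30) without GFP+ replicate 3, so the number is uncertain. Of the genes the study names as higher, 1 of 25 lay beyond this limit and 7 of 25 beyond the estimate, with 1 to 3 and 2 to 9 when single libraries were left out. The other 682 higher genes and dilution at the upper limit cannot be told apart by this test, because the limit is wide. Beyond the Xist estimate itself lay 112 higher genes, with 58 to 129 when single libraries were left out. The 18 adventitial progenitor genes, 1 of which the study also names, did not rise together: their log2 fold changes ran from -1.31 to 1.48, with 3 called higher and 1 called lower, and their score differed by 0.01, so a uniform rise of stromal RNA of the size of the Xist difference was not seen in this list. Within groups, the higher genes followed the melanocyte score inversely, with a median correlation of -0.466 against -0.0807 in matched lists.

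Immediate early genes were the list most over-represented among higher genes, and such genes respond to dissociation and sorting. The median within-group correlation of the 691 other higher genes with the immediate early score was 0.431, where matched lists had a median of -0.02. It was 0.284 without GFP- replicate 3, still above all matched lists. This is consistent with a contribution of handling stress to the higher genes, to which ADAM12+ cells may be more responsive. All libraries went through dissociation, and a difference in the response before sorting would look alike. In each group the immediate early score was highest where the melanocyte score was lowest. These libraries were GFP- replicate 3 (11.1 and 9.74) and GFP+ replicate 1 (11.41 and 6.55). The correlations therefore do not separate handling stress from dilution by tumour RNA. Of the 40 listed genes, 2 (Gadd45b and Gadd45g) are also named by the study. As listed genes they were left out of this correlation, so whether they follow the score was not tested.

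Hypoxia offers a biological reading of the lower glycolysis genes, since several of them respond to oxygen. Among 27 hypoxia genes outside glycolysis, 20 were lower and 7 higher in GFP+ cells, and their score differed by -0.451 with an exact permutation p of 0.114. It was -0.571 with an exact permutation p of 0.0286 without GFP- replicate 1, and the exact p was 0.114 to 0.286 without any 1 of the others. Lower hypoxia of ADAM12+ cells and other causes of lower glycolysis cannot be told apart here, because the scores of the groups overlap and the whole hypoxia list shares genes with glycolysis.

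The transcript of Adam12 itself differed 1.69-fold between cells sorted as positive and negative for its reporter. Among the genes called higher, 512 had a larger difference. Adam12 lost its call under edgeR (0.76, edgeR adjusted p 0.0643). A long-lived reporter protein, transcription below the gate in ADAM12– cells, or Adam12 reads from tumour cells could each keep the difference small, and none of these was tested, apart from Adam12 standing at percentile 73.6 in following the melanocyte score.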
